A study of Mus musculus with 4 samples. Its data were reported in "Stress-NRF2 response axis polarizes tumor macrophages and undermines immunotherapy" (2025).

How the data were processed

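Counts were made by the authors before deposit: reads of the probe-based fixed RNA assay (10x Chromium Fixed RNA Profiling, mouse, 4 probe barcodes pooled) were processed with Cell Ranger 7.2.0 on GRCm39, and the deposited filtered counts of UMIs per gene and cell barcode for 4 samples were used as they are. The gene annotation used here for chromosome positions is of the same build but another release than that of the authors. The cutoffs of the authors' cell quality filter are not given in the sources used here. The labels describe an antibody treatment in the protocol but assign none to these 4 mice, so no treatment entered the comparison.

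Genotype was the only factor: Keap1 KO against WT, with 2 mice each, the mouse as the unit. Comparisons, gene lists, filters and alternatives were set before the data were examined. Cells with at least 500 UMIs, at least 250 genes and at most 10% mitochondrial UMIs were kept, 21486 of 21545. Scrublet called 19 of 21505 barcodes (0.0884%) and so did not work as a doublet filter here. Of 18036 droplets 17.2% held cells of at least 2 samples, from which doublets within a sample were expected at 5.95 and 4.45% (Keap1 KO) and 9.34 and 5.06% (WT). Y-chromosome genes were at like levels in all samples.

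Counts were scaled to 10000 UMIs per cell and log-transformed, and 2000 variable genes, 30 principal components and 15 neighbors were used for Leiden clustering at resolution 1.0 (seed 0), without integration across samples. The naming rule was settled after the clusters had been seen. Each cluster took the class whose marker genes had the highest mean level relative to their highest cluster. A cluster stayed unnamed with fewer than 3 detected markers, with more markers of another class among its top 10 genes, or with a median UMI count under 1/3 of the sample's and no own marker among its top 10. A cluster led by neutrophil genes that also held macrophage markers was split once, into 8 parts. Macrophages and monocytes were pooled, a departure from the separate classes first set, because macrophage clusters had the monocyte marker Chil3 among their leading genes. T and NK cells were pooled, as were fibroblasts, endothelial cells and pericytes (stromal-like). Neutrophil-like and mast-like cells, with fewer than 20 cells in a sample, were not tested.

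UMIs were summed per class and sample. edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood F test, 2-sided) gave fold changes and p values, adjusted by Benjamini-Hochberg over all genes of a comparison, with calls at 0.05. Differences between classes were tested in a model of the sums of both classes, with a term for each mouse, since both sums come from the same mice, a term for class and a genotype by class term. Gene lists were tested with camera in limma 3.58.1 with its preset correlation of 0.01, and again with an estimated correlation. Of 34 lists 33 had at least 2 tested members in macrophage-like cells, while of the keratinocyte markers only Krt10 (log2 0.22) was tested. With the preset correlation 19 of 33 lists were called in macrophage-like cells and 10 of 12 in the other classes, and with an estimated correlation none in either. Named genes followed a rule: in macrophage-like cells the 10 largest rises and 10 largest falls with adjusted p under 0.05, mean of at least 20 CPM and no overlap between genotypes, up to 3 called genes per list and direction, or else the 2 of highest mean, and a fixed set; elsewhere 4 rises, 4 falls and 6 fixed genes. A few genes that the rule names are not reported here. A fold change with 0 counts in a group is given as a bound with 3 counts in that group.

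Shares of cells with a UMI of a gene were taken after thinning every cell at random to 2000 UMIs, and cells with fewer were left out. Exact permutation tests compared the 2 samples of each genotype, where the smallest 2-sided p is 0.333. Macrophage RNA in other classes was estimated from C1qa, C1qb and C1qc relative to their level in macrophage-like cells.

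Tests were tried on data with known changes put in. In macrophage-like sums edgeR recovered 10.1% of 1.5-fold, 76.4% of 2-fold and 95.2% of 4-fold changes, with 9 false among 118 calls. For 4-fold changes it recovered 59.6% in dendritic-like, 69.0% in T/NK-like, 87.7% in stromal-like cells and 92.2% in the Rhox5-led cluster, and at 2-fold 7.02, 0, 18.9 and 46.6%. Differences of 4-fold between classes were recovered in 35.3, 32.8, 51.5 and 90.3% for the same classes. A list of 25 genes raised 2-fold was called by camera with the preset correlation and not with an estimated one. The simulated genes were drawn independently of each other. Estimated correlations in macrophage-like cells were 0.157 for NRF2 targets, 0.138 for MHC class II and 0.227 for the interferon-gamma response. The simulation therefore cannot tell whether the preset correlation holds there. Far fewer genes were changed than were called in the data, so the recovery rates may not carry over.

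Alternatives were scaling by library size alone, RLE factors, no filter on low counts, a mean of at least 10 CPM, a block for mouse number, thinned sums, all barcodes, a strict cell filter (1000 UMIs, 500 genes, 5% mitochondrial UMIs), scrublet calls kept, DESeq2 1.42.0, Leiden resolutions 0.5 and 2.0, and each mouse left out. A fit without a mouse has 1 sample in that genotype, so its spread comes from the 2 mice of the other genotype alone. Alternatives without monocyte-led clusters, without the split cluster, with the cluster of low UMI count and without cells over 2 medians of UMIs were added after the clusters had been seen, and differences between classes with a mouse left out after the results had been seen. R 4.3.3, Python 3.11.15, scanpy 1.11.5, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.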

Results

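The data are scRNA-seq counts of tumor-infiltrating leukocytes from 4 mice, each carrying a subcutaneous tumor of MC38, a mouse colon carcinoma cell line. In 2 mice (Keap1 KO) Keap1, the adaptor protein that marks the transcription factor NRF2 for degradation, was deleted by a Cre recombinase active in blood-forming cells, so that NRF2 is constitutively active in leukocytes. The other 2 mice were wild type (WT). Cells were selected on beads against CD45, a surface protein of leukocytes, and measured with the probe-based fixed RNA assay of 10x Genomics, in which pairs of probes are counted for each gene. The comparison asks how constitutive NRF2 activity changes tumor-associated macrophages (TAMs) and the other cells of the tumor. Keap1 KO mouse 1 gave 5099 cell barcodes with 18258307 UMIs (unique molecular identifiers, each a counted molecule), and Keap1 KO mouse 2 gave 3882 barcodes with 11559713 UMIs. WT mouse 1 gave 8023 barcodes with 41074646 UMIs, and WT mouse 2 gave 4541 barcodes with 14842059 UMIs. The median UMI count per cell was 2698 and 2262.5 in the Keap1 KO samples and 3235 and 2493 in the WT samples.

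Macrophage-like cells made up most of the kept cells in every sample: 91.8% (95% Clopper-Pearson interval 91.0 to 92.5%) and 91.5% (90.6 to 92.4%) in the Keap1 KO samples, and 73.7% (72.7 to 74.7%) and 84.4% (83.3 to 85.4%) in the WT samples. Dendritic-like cells, led by Ccr7 and Ccl22, were 1.02% ± 0.246 (SD, n = 2) of cells in Keap1 KO tumors and 3.34% ± 1.09 (SD, n = 2) in WT tumors. T/NK-like cells, led by granzyme genes, were 0.647% ± 0.113 against 1.83% ± 0.310, and stromal-like cells, led by collagen genes, 1.03% ± 0.0397 against 1.44% ± 0.0453 (SD, n = 2 each). Neutrophil-like cells were 1.64% ± 1.10 against 0.710% ± 0.411, and mast-like cells 0.451% ± 0.419 against 0.224% ± 0.0365. For the macrophage-like, dendritic-like, T/NK-like and stromal-like classes both Keap1 KO samples lay on the same side of both WT samples, with an exact permutation p = 0.333 (two-sided), the smallest that 2 against 2 samples can give. The exact p was 0.667 for the neutrophil-like class and 1 for the mast-like class. The bead selection and the cell filter can set these shares. Macrophage-like cells were higher by 12.6 percentage points in Keap1 KO tumors with the filter used here, but by 2.94 points with coarser clusters and lower (−6.87 points) with a stricter cell filter. A cluster of low UMI count that received no name held 17.3% of the cells of WT mouse 1 against 3.64% in WT mouse 2 and 0.885% and 1.16% in the Keap1 KO samples. Its highest marker score was that for macrophages, so the naming rule sets these shares too. With it counted, macrophage-like cells were 4715 of 5087 and 3596 of 3879 in the Keap1 KO samples. In the WT samples they were then 7271 of 7990 and 3987 of 4530.

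Keap1 itself was lower in macrophage-like cells of both Keap1 KO mice. Its level was 14.5 and 19.5 CPM (counts scaled to an equal library total) in the Keap1 KO samples and 36.2 and 28.2 CPM in the WT samples. This is a log2 fold change of −0.80 ± 0.19 (SE, n = 2 per group, edgeR adjusted p = 0.0394). The gene lies on the minus strand of chromosome 9, from 21141026 to 21150679 (GRCm39). The sources used here do not say whether its probes bind inside the deleted part, so the remaining counts do not measure how complete the deletion was. The call was lost without Keap1 KO mouse 1 (−0.61) or WT mouse 1 (−0.64), with adjusted p up to 0.234, and when cells split off a neutrophil-like cluster were left out (−0.77). Nfe2l2, the gene of NRF2, was at 382 and 467 CPM against 580 and 539 CPM and was not called (log2 −0.27, adjusted p = 0.347).

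In macrophage-like cells of Keap1 KO tumors 25 of 28 NRF2 targets were higher, and 8 of 12 MHC class II genes and 20 of 24 interferon-gamma response genes were lower. None of these lists was called with an estimated correlation (adjusted p = 0.416, 0.419 and 0.416). Among called genes with a mean of at least 20 CPM and no overlap between genotypes, the largest rise was that of Marco, a scavenger receptor, which was at 240 and 300 CPM in the Keap1 KO samples against 1.90 and 3.04 CPM in the WT samples (log2 6.99 ± 0.28 SE, edgeR adjusted p = 8.46e-05, n = 2 per group). Nqo1, a quinone reductase, rose from 2.39 and 2.88 to 33.0 and 43.4 CPM (log2 4.02 ± 0.22 SE, adjusted p = 0.000175). The other large rises were Cd5l (log2 4.54), a protein that macrophages secrete, Wfdc21 (4.53), the glutathione transferase Gsta3 (4.12), the collagenase Mmp8 (4.04), the cytokine Il36g (3.97), the chitinase-like protein Chil3 (3.91), the protease inhibitor Slpi (3.88) and the zinc importer Slc39a4 (3.81). Among the same genes the largest fall was that of Cxcl9, a chemokine that attracts T cells, from 222 and 293 to 33.0 and 25.5 CPM (log2 −3.00 ± 0.22 SE, adjusted p = 0.000514). After it came the ferroxidase Cp (−2.55), the cholesterol hydroxylase Ch25h (−2.50), the granzyme Gzma (−2.48), the GTPase Gbp4 (−2.48), Cd72 (−2.48), Klrk1 (−2.43), the immunoglobulin heavy chain Ighm (−2.17) and the MHC class II chains H2-Ab1 (−2.07) and H2-Aa (−2.02). H2-Ab1 was at 517 and 391 CPM against 2886 and 1325 CPM (SE 0.35, adjusted p = 0.0113). Gzma and Klrk1 are on the NK cell marker list, and Ighm encodes an antibody chain. RNA of lymphocytes was not tested as the source of Gzma, Klrk1 and Ighm, so no fall within macrophages is read from them. Among these 20 genes the call was lost for Slc39a4 without WT mouse 1 (adjusted p = 0.0566) and for Gzma with DESeq2 or without WT mouse 2 (adjusted p up to 0.109).

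Marco lies on chromosome 1 (120402267 to 120432753, minus strand), Nqo1 on chromosome 8 (108113835 to 108129934, minus strand), Gclm on chromosome 3 (122039126 to 122065061, plus strand), Spp1 on chromosome 5 (104582165 to 104589235, plus strand), Cxcl9 on chromosome 5 (92469206 to 92475945, minus strand), H2-Ab1 on chromosome 17 (34476663 to 34488393, plus strand) and Mmp8 on chromosome 9 (7558457 to 7568487, plus strand). All are annotated as protein-coding genes of GRCm39. Probes of near-identical genes can share counts, so values of H2-Q6 and H2-Q7, of the Gbp, Ifit and granzyme families and of Chil3 are uncertain as to the family member.

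**Figure D1:**
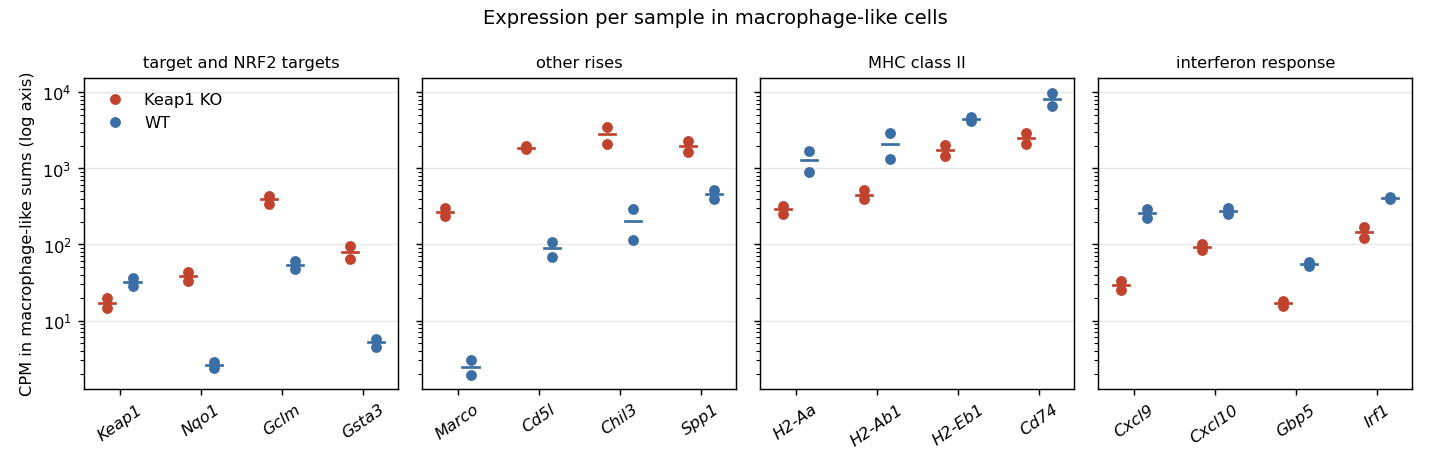
CPM of named genes in the macrophage-like sums, 1 point per mouse on a log axis, with horizontal lines at the group means. Gclm, Nqo1, Marco and Spp1 lie higher in both Keap1 KO mice, and Cxcl9 and H2-Ab1 lie higher in both WT mice.

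The edgeR test called 618 genes higher and 506 lower in Keap1 KO macrophage-like cells among 11328 tested, and 3142 genes had an unadjusted p under 0.05. Samples of the genotypes did not overlap in 7183 of the genes (63.4%), where chance gives 33.3%. This count was made on CPM without TMM factors, so a shift of all genes between the genotypes can raise it. The number of calls depended on which mouse entered: the total of 1124 became 636 without Keap1 KO mouse 2, 519 without WT mouse 1 and 2674 without WT mouse 2. Scaling by library size alone moved the median of all genes to a log2 of −0.15 and the share of higher genes among the calls from 55.0 to 38.2%. Within the class, the Keap1 KO cells came mostly from clusters led by Cd5l and Marco or by Mmp12 and Chil3, and the WT cells from clusters led by Retnla and Fcna, Cd72 and Fcgr4, or Ccl8 and C1qa.

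NRF2 targets rose almost as a group. Of 28 tested, 25 rose and none fell (26 adjusted over the list alone), with a median log2 fold change of 1.45, and camera placed the list above other genes (adjusted p = 1.15e-24, adjusted p = 0.416 with an estimated correlation). Gclm, the regulatory subunit of the enzyme that starts glutathione synthesis, rose from 47.6 and 60.8 to 343 and 440 CPM (log2 2.98 ± 0.21 SE, adjusted p = 0.000434). Aox1, an aldehyde oxidase, rose by log2 3.83. Hmox1, which breaks down heme and is a textbook NRF2 target, was at 2319 and 1470 CPM against 1515 and 1731 CPM and was not called (log2 0.36, adjusted p = 0.405). Of the genes of the pentose phosphate pathway and NADPH supply, 6 of 10 rose (9 adjusted over the list alone; camera adjusted p = 1.06e-06, adjusted p = 0.416 with an estimated correlation), among them Me1 (log2 2.30), Pgd (1.17) and G6pdx (1.03). Pgd, G6pdx, Me1, Tkt and Taldo1 are on both lists. The Me1 call was lost without WT mouse 1 (adjusted p = 0.0558).

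Genes of iron and heme handling went both ways: 4 of 17 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 0.0439, adjusted p = 0.457 with an estimated correlation). Hmox1, Blvrb, Fth1 and Ftl1 are on the NRF2 target list too, so the lists are not independent. Blvrb, which reduces biliverdin, rose by log2 1.70 and the heme transporter Slc48a1 by 1.02, and Bach1, a repressor of Hmox1, fell by 1.03 on the log2 scale. Ncoa4, which carries ferritin to lysosomes, rose by 0.62, with adjusted p up to 0.226 in 5 of the alternatives. Of the cholesterol synthesis genes 4 of 19 rose (9 adjusted over the list alone; camera adjusted p = 0.000232, adjusted p = 0.457 with an estimated correlation), with Sqle at log2 1.15 and Mvd at 0.88. Of the hypoxia response genes 2 of 20 rose, P4ha2 and Pfkfb4, both by log2 0.77 (9 rose and 1 fell adjusted over the list alone; camera adjusted p = 0.000449, adjusted p = 0.483 with an estimated correlation). Of the glycolysis genes the lactate exporter Slc16a3 rose (log2 1.01) and the hexokinase Hk3 fell (−0.88), among 14 tested (4 rose and 1 fell adjusted over the list alone; camera adjusted p = 0.0168, adjusted p = 0.483 with an estimated correlation). Calls for Slc16a3, Mvd, P4ha2 and Pfkfb4 were lost without WT mouse 1 and also without Keap1 KO mouse 1. Those for Hk3, Bach1, Slc16a3, Mvd and Pfkfb4 were lost without Keap1 KO mouse 2. The Slc16a3 call was lost without monocyte-led clusters and without the split cluster too.

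A list without a camera call was lipid handling, where 4 of 19 rose and 2 fell, the same counts as adjusted over the list alone (camera adjusted p = 0.134, adjusted p = 0.457 with an estimated correlation). Lysosome was another, where 3 of 24 rose (4 adjusted over the list alone; camera adjusted p = 0.319, adjusted p = 0.483 with an estimated correlation). Cd36, a scavenger receptor that takes up fatty acids, rose by log2 1.75, the phospholipase Pla2g7 by 1.73 and the desaturase Scd2 by 1.10, and the nuclear receptor genes Pparg (−2.18) and Nr1h3 (−1.03) fell. The acid lipase Lipa rose by 1.30, the tetraspanin Cd63 by 1.27 and the proton pump subunit Atp6v0d2 by 1.05. None of 17 integrated stress response genes passed in edgeR, also when adjusted over the list alone (camera adjusted p = 0.536, adjusted p = 0.857 with an estimated correlation). Cebpb had a log2 fold change of 0.60 (adjusted p = 0.150), an unadjusted p = 0.0354 and a call with DESeq2, and Atf3 had 0.39. Of 20 genes of dissociation and immediate-early response, 1 fell, the heat shock gene Hspa1b (−0.84), also when adjusted over the list alone (camera adjusted p = 0.314, adjusted p = 0.726 with an estimated correlation). Zfp36 was at −0.11 and Ier3 at 0.39, both not called. The calls for Nr1h3 and Hspa1b were lost without Keap1 KO mouse 2 and that for Atp6v0d2 without WT mouse 1, with adjusted p up to 0.124.

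MHC class II genes fell: 8 of 12 passed and none rose (10 adjusted over the list alone), with a median log2 fold change of −1.52 (camera adjusted p = 1.5e-06, adjusted p = 0.419 with an estimated correlation). H2-Ob fell by 2.57 on the log2 scale, and Ciita, the master regulator of MHC class II transcription, fell by 2.12. Cd74, the invariant chain that guards the peptide groove, went from 9963 and 6599 to 2917 and 2116 CPM (log2 −1.58 ± 0.29 SE, adjusted p = 0.0159), and H2-Eb1 had a log2 fold change of −1.22, with adjusted p up to 0.103 without Keap1 KO mouse 2 or WT mouse 1. Of the MHC class I genes 8 of 15 fell (10 adjusted over the list alone; camera adjusted p = 8e-07, adjusted p = 0.457 with an estimated correlation), with H2-Q7 at −1.56, H2-Q6 at −1.12 and the peptide transporter Tap1 at −1.03, the latter not called without Keap1 KO mouse 2 (adjusted p = 0.0836).

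Genes of the interferon-gamma response fell in 20 of 24 cases and rose in 1 (22 and 1 adjusted over the list alone), with a median log2 fold change of −1.38 (camera adjusted p = 2.89e-16, adjusted p = 0.416 with an estimated correlation). Irf1, a transcription factor, had a log2 fold change of −1.37, Gbp5 of −1.59, Gbp8 of −1.53, Tgtp1 of −2.51 and Cd40, a receptor for T-cell help, of −1.60. The Tgtp1 call was lost without Keap1 KO mouse 1 or WT mouse 1 (adjusted p up to 0.0695). Nos2, which makes nitric oxide, was the member that rose (log2 1.20, adjusted p = 0.0357, up to 0.193 without a mouse or with other settings). Of the type I interferon response genes 9 of 26 fell (23 adjusted over the list alone; camera adjusted p = 6.03e-10, adjusted p = 0.457 with an estimated correlation), with Ifit3 at −1.48, Ifi44 at −1.26 and Ifit1 at −1.11. Calls for Ifi44 and Ifit1 were lost without Keap1 KO mouse 2 or WT mouse 1, and that for Ifit1 also without monocyte-led clusters. Of the T-cell-attracting chemokines 5 of 9 fell, the same number as adjusted over the list alone (camera adjusted p = 0.000445, adjusted p = 0.416 with an estimated correlation), and Cxcl9 and Cxcl10 are on the interferon-gamma list too. Cxcl10 fell by 1.44 on the log2 scale, Ccl4 by 1.58 (adjusted p = 0.0617 without WT mouse 1) and Ccl5 by 1.34, and Ccl8 was not called (−0.55, adjusted p = 0.269). The inflammatory cytokine genes did not move as a group (camera adjusted p = 0.237, adjusted p = 0.457 with an estimated correlation). Of 17, 6 rose and 3 fell (10 and 6 adjusted over the list alone). The neutrophil-attracting chemokines Cxcl1 (log2 1.65) and Cxcl3 (1.54) rose, and Il12b (−2.18), Il27 (−1.40) and Il18 (−0.73), which encode cytokines or subunits that drive type 1 T-cell responses, fell. The calls for Cxcl3, Il12b, Il27 and Il18 were lost without WT mouse 1, with adjusted p up to 0.223.

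Of 16 genes linked to Spp1-expressing TAMs, 5 rose (11 rose and 1 fell adjusted over the list alone; camera adjusted p = 1.04e-05, adjusted p = 0.457 with an estimated correlation). Spp1, which encodes osteopontin, rose from 391 and 518 to 1630 and 2287 CPM (log2 2.23 ± 0.26 SE, adjusted p = 0.00252). The elastase Mmp12 rose by log2 1.49 and fibronectin, Fn1, by 1.28. The Fn1 call was lost without WT mouse 1, without monocyte-led clusters, without the split cluster and with scaling by library size alone. Arg1, which degrades arginine, was at 13446 and 13179 CPM against 4028 and 8402 CPM, a log2 fold change of 1.22 that was not called (adjusted p = 0.0813) but was called with DESeq2, without the filter on low counts and without WT mouse 2. Of 14 regulatory macrophage genes 2 rose, Chil3 and Ccl24 (log2 1.32, adjusted p up to 0.0875 without Keap1 KO mouse 1 or WT mouse 1), also when adjusted over the list alone. Their median log2 fold change was −0.06, the mean 0.26 and the camera direction up (adjusted p = 0.675, adjusted p = 0.857 with an estimated correlation), and the mannose receptor gene Mrc1 was at 0.34 (adjusted p = 0.421). Phagocytosis receptor genes changed both ways, with 3 of 22 higher and 3 lower, also when adjusted over the list alone (camera adjusted p = 0.483, adjusted p = 0.584 with an estimated correlation). Besides Marco and Cd36, Mfge8 rose (log2 1.09), and Timd4 (−2.07), Fcgr4 (−1.39) and Fcgr1 (−1.15) fell, with the calls for Mfge8, Timd4 and Fcgr1 lost without WT mouse 1 (adjusted p up to 0.117).

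Of 23 cell cycle genes 5 fell (10 adjusted over the list alone; camera adjusted p = 3.55e-06, adjusted p = 0.457 with an estimated correlation), with Top2a at −1.08, Birc5 at −1.02 and Aurkb at −0.83. Of 13 complement genes 2 fell (5 adjusted over the list alone; camera adjusted p = 0.0864, adjusted p = 0.555 with an estimated correlation), Cfb by 1.37 and C1qc by 0.91 on the log2 scale. Calls for Birc5, Aurkb and C1qc were lost without WT mouse 1 (adjusted p up to 0.242) and with other bounds of the macrophage-like class. Of 15 genes taken from those that the text of the study names, 2 rose and 10 fell (3 and 10 adjusted over the list alone; camera adjusted p = 8.21e-05, adjusted p = 0.416 with an estimated correlation). These genes were picked from the text of the study, so the count is not independent evidence of their direction.

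Markers of other cell types also moved within the macrophage-like sums. Neutrophil markers rose in 7 of 10 cases (8 adjusted over the list alone; camera adjusted p = 7.3e-06, adjusted p = 0.457 with an estimated correlation), with Mmp8 at log2 4.04, Ly6g at 3.83, S100a8 at 2.59 and S100a9 at 2.32. Monocyte markers rose in 3 of 7 cases (4 adjusted over the list alone; camera adjusted p = 0.00723, adjusted p = 0.453 with an estimated correlation), Chil3, Hp and Vcan. NK cell markers fell in 4 of 8 cases (6 adjusted over the list alone; camera adjusted p = 7.57e-05, adjusted p = 0.457 with an estimated correlation). Dendritic cell markers fell in 4 of 14 (8 adjusted over the list alone; camera adjusted p = 0.000316, adjusted p = 0.457 with an estimated correlation), and fibroblast markers in 1 of 6 (5 adjusted over the list alone; camera adjusted p = 0.00149, adjusted p = 0.457 with an estimated correlation). No T cell marker of 11 passed in edgeR, also when adjusted over the list alone, and their median (0.13), mean (−0.05) and camera direction (up) differed in sign (adjusted p = 0.761, adjusted p = 0.909 with an estimated correlation). B or plasma cell markers fell in 1 of 3 cases (2 adjusted over the list alone; adjusted p = 0.0979, adjusted p = 0.457 with an estimated correlation) and endothelial markers in 1 of 5, also when adjusted over the list alone (adjusted p = 0.237, adjusted p = 0.555 with an estimated correlation). Mast cell or basophil markers rose in 1 of 6 cases, also when adjusted over the list alone (adjusted p = 0.358, adjusted p = 0.715 with an estimated correlation). No pericyte or muscle marker of 3 and no epithelial or tumor marker of 3 passed over all genes. Adjusted over the list alone, 1 pericyte marker rose, and 1 epithelial marker rose and 1 fell (camera adjusted p = 0.936 and 0.806, adjusted p = 0.958 and 0.857 with an estimated correlation). The pericyte median (−0.52) and mean (−0.02) differed in sign from the camera direction (up).

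**Figure D2:**
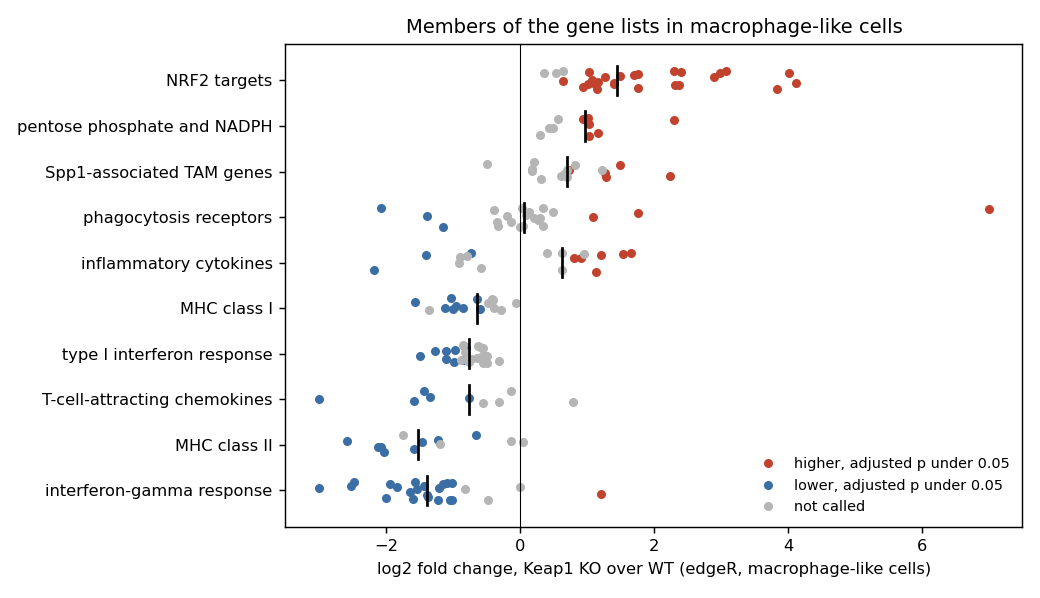
Log2 fold change (Keap1 KO over WT, edgeR) of every tested member of a selection of the fixed gene lists in macrophage-like cells. Each list has 1 point per gene and a black tick at its median, and a gene on several lists is drawn in each. NRF2 targets lie around a median of 1.45, and MHC class II and interferon-gamma response genes around −1.52 and −1.38.

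Summed over all kept cells, a comparison that needs no cell class, 517 genes were higher and 366 lower in Keap1 KO tumors among 12295 tested. Among called genes with a mean of at least 20 CPM and no overlap between genotypes, Marco (log2 7.13), Cd5l (4.67), Wfdc21 (4.52) and Gsta3 (4.23) rose most, and Cxcl9 (−2.93), Gzma (−2.78), Cd72 (−2.46) and Gbp4 (−2.41) fell most. Gclm (2.94), Nqo1 (3.31) and Spp1 (2.17) rose, and H2-Ab1 (−1.94) and Cd74 (−1.46) fell. The total of 883 calls became 1367 without a filter on low counts, 401 without WT mouse 1 and 2480 without WT mouse 2, and scaling by library size alone moved the median of all genes to −0.20 and the share of higher genes among the calls from 58.6 to 33.2%.

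In dendritic-like cells Cd74 and H2-Ab1, which fell in macrophage-like cells, were not called. Cd74 was at 14486 and 18119 CPM in the Keap1 KO samples against 12839 and 12575 CPM in the WT samples (log2 0.32 ± 0.40 SE) and H2-Ab1 had a log2 fold change of −0.16 ± 0.33 SE. The difference from macrophage-like cells passed its own test for Cd74 (−1.77 on the log2 scale, adjusted p = 5.93e-06) and H2-Ab1 (−1.73, adjusted p = 1.12e-08). Both calls were lost when a WT mouse was left out, while the differences kept their sign. They were −1.48 (Cd74) and −1.48 (H2-Ab1) without WT mouse 1, and −2.09 and −2.02 without WT mouse 2. Of 10 MHC class II genes 1 fell, also when adjusted over the list alone, H2-Eb2, with 0 UMIs in the Keap1 KO samples against 83 in the WT samples, at least 4.73-fold lower (floor of 3 counts over the group). The list's median log2 fold change of 0.19 and its camera direction (up) differed in sign from the mean of −0.62 (adjusted p = 0.826, adjusted p = 0.903 with an estimated correlation). Of 17 NRF2 targets 2 rose (9 adjusted over the list alone; camera adjusted p = 2.33e-09, adjusted p = 0.110 with an estimated correlation). Of 17 interferon-gamma genes 1 fell (9 adjusted over the list alone; camera adjusted p = 9.87e-10, adjusted p = 0.175 with an estimated correlation). Over all genes 10 rose, led by Plet1 (log2 3.13), Cgnl1 (2.44), Cd209d (2.41) and Tubb2b (2.26), and 11 fell, led besides H2-Eb2 by the chemokine Ccl8 (−3.88), the complement gene C1qc (−3.53) and Cxcl9 (−2.76). Judged from C1qa, C1qb and C1qc, macrophage RNA made up 7.73 and 6.09% of the Keap1 KO sums and 22.1 and 21.2% of the WT sums. C1qc is part of that estimate and Ccl8 was higher in the macrophage-like than in the dendritic-like sum of every mouse, so no fall in dendritic-like cells is read from these 2 genes. With 33 to 205 cells per sample the count was unstable: DESeq2 called 1 gene, finer clusters 221, and the test called 10 without Keap1 KO mouse 1 and 33 without WT mouse 2.

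In T/NK-like cells Penk, which encodes a precursor of opioid peptides, was at 1511 and 2164 CPM in the Keap1 KO samples against 80.1 and 39.8 CPM in the WT samples (log2 4.85 ± 0.43 SE, edgeR adjusted p = 0.00012). Gclm (log2 4.15), Mmp8 (3.59) and Cat (3.12), the gene of catalase, rose too. Cxcl9 had 0 UMIs in the Keap1 KO samples against 73 in the WT samples, at least 5.86-fold lower (floor of 3 counts over the group), and the granzymes Gzmd (−5.52) and Gzma (−2.96) and the transcription factor Irf8 (−3.01) fell. In all 13 genes rose and 4 fell among 2771 tested, and 29 to 92 genes passed when a mouse was left out. Of 14 NRF2 targets 4 rose (10 adjusted over the list alone; camera adjusted p = 4.01e-14, adjusted p = 0.0967 with an estimated correlation). No MHC class II gene of 6 passed over all genes in edgeR (2 fell adjusted over the list alone; camera adjusted p = 0.000784, adjusted p = 0.192 with an estimated correlation). Of 16 interferon-gamma genes 2 fell, Cxcl9 and Irf8, also when adjusted over the list alone (camera adjusted p = 0.000287, adjusted p = 0.114 with an estimated correlation). Macrophage RNA made up an estimated 26.7 and 32.6% of the Keap1 KO sums and 33.1 and 31.3% of the WT sums. The sums held 22 to 129 cells per sample. In macrophage-like cells Gclm and Mmp8 rose and Cxcl9 fell too, so no change within T/NK-like cells is read from these genes.

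A cluster led by Rhox5 and Twist1, with Ptprc (the gene of CD45) at 13.3 CPM, matched none of the fixed marker lists and is called here the Rhox5-led cluster. Ptprc was at 36.3 CPM in stromal-like cells and at 134 CPM in the macrophage-like cluster led by Cd163 and Ccl8. Cells outside the blood lineage were not expected to carry the deletion, and whether this cluster is of that kind was not tested. It held 138, 89, 167 and 172 cells of Keap1 KO mice 1 and 2 and WT mice 1 and 2. Its interferon-gamma response genes were lower in Keap1 KO tumors: 17 of 24 fell and none rose (24 adjusted over the list alone), with a median log2 fold change of −1.81 (camera adjusted p = 2.36e-44, adjusted p = 0.0967 with an estimated correlation). Cxcl9 (−3.03), the GTPase Iigp1 (−2.36) and the MHC class II genes H2-Ab1 (−2.68), H2-Aa (−2.29) and Cd74 (−2.07) were among the falls, and 4 of 6 MHC class II genes fell (5 adjusted over the list alone; camera adjusted p = 7.21e-15, adjusted p = 0.114 with an estimated correlation). NRF2 targets did not move as a group, with 0 of 25 called in edgeR, 1 lower adjusted over the list alone, and camera adjusted p = 0.177 (adjusted p = 0.284 with an estimated correlation). Gclm was at 86.8 and 125 CPM against 82.3 and 80.0 CPM (log2 0.40 ± 0.22 SE), Nqo1 had a log2 fold change of 0.47 ± 0.35 SE and Spp1 of 0.07 ± 0.21 SE, none of them called. The rises in macrophage-like cells were larger by a test of the difference for Gclm (2.69 on the log2 scale, adjusted p = 2.24e-23), Nqo1 (3.59, adjusted p = 2.93e-16) and Spp1 (2.22, adjusted p = 1.31e-17), while the differences for Cxcl9 (0.10, adjusted p = 0.935) and H2-Ab1 (0.69, adjusted p = 0.304) did not pass. Chil3 (log2 4.51), Cd5l (3.51), Cd163 (1.58) and Il13ra2 (1.42) were called higher. Macrophage RNA made up an estimated 3.81 and 5.99% of the Keap1 KO sums and 6.44 and 3.58% of the WT sums. Macrophages make Chil3, Cd5l and Cd163, so no expression in the cluster is read from these 3. In all 11 genes rose and 60 fell among 9183 tested, which became 2 and 25 with DESeq2, 8 and 28 without Keap1 KO mouse 2 and 45 and 75 with the strict cell filter. Without WT mouse 2 the calls were 482 higher and 436 lower, so the excess of falls did not hold throughout.

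**Figure D3:**
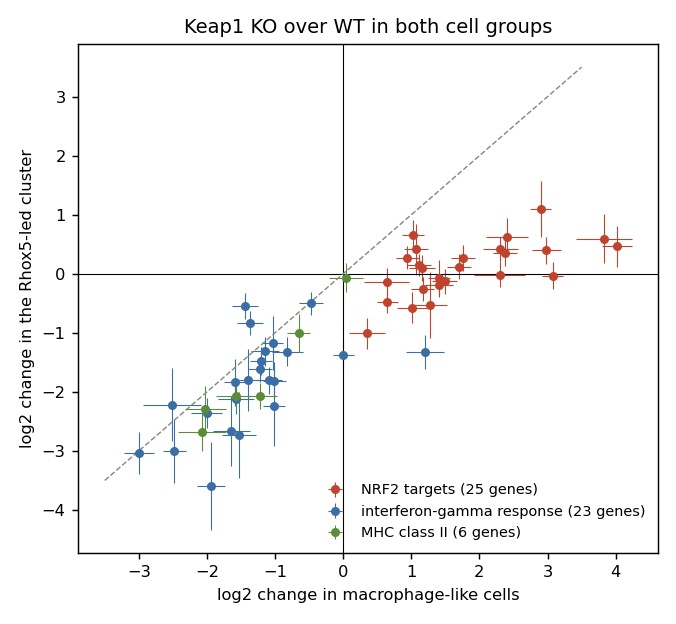
Log2 fold change (Keap1 KO over WT) in the Rhox5-led cluster (y axis) against that in macrophage-like cells (x axis) for NRF2 targets, interferon-gamma response genes and MHC class II genes, with bars for the SE and a dashed line of equal change. Most interferon-gamma response genes lie low on both axes, with Nos2 (1.20 in macrophage-like cells) as an exception, while NRF2 targets such as Gclm (2.98 against 0.40) lie far to the right.

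In stromal-like cells 1 of 6003 genes was called, Slpi (log2 2.80, edgeR adjusted p = 0.0139), and 554 had an unadjusted p under 0.05, while DESeq2 called 16 and the test called 42 to 207 when a mouse was left out. Cxcl9 was at 87.5 and 144 CPM in the Keap1 KO samples against 742 and 520 CPM in the WT samples (log2 −2.46 ± 0.42 SE, adjusted p = 0.0594). H2-Ab1 (−3.38, adjusted p = 0.0664) and Cd74 (−2.34, adjusted p = 0.0911) were not called either. No interferon-gamma gene of 21 passed over all genes (1 rose and 9 fell adjusted over the list alone; camera adjusted p = 2.23e-08, adjusted p = 0.0982 with an estimated correlation). Of 6 MHC class II genes none passed (5 fell adjusted over the list alone; camera adjusted p = 2.22e-07, adjusted p = 0.175 with an estimated correlation). NRF2 targets had a median log2 fold change of 0.39, with none of 22 called, also when adjusted over the list alone (camera adjusted p = 0.0012, adjusted p = 0.235 with an estimated correlation). Gclm (log2 0.59), Nqo1 (1.31) and Spp1 (−2.12) were not called, and their change in macrophage-like cells was higher by 2.55, 2.80 and 3.81 on the log2 scale (adjusted p = 7.3e-05, 0.00047 and 9.92e-10 for the difference). WT mouse 2 stood apart for stromal-like Spp1, at 1204 CPM against 124 CPM in WT mouse 1 and 145 and 144 CPM in the Keap1 KO samples. Without that mouse the Spp1 difference was 2.38 (adjusted p = 0.00901), and without WT mouse 1 those of Gclm and Nqo1 did not pass (adjusted p = 0.859 and 0.319). Macrophage RNA made up an estimated 7.67 and 2.76% of the Keap1 KO sums and 15.1 and 16.9% of the WT sums. In macrophage-like cells H2-Ab1 and Cd74 fell and Slpi rose too. No change within stromal-like cells is therefore read from the MHC class II genes or Slpi.

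Per cell, Spp1 and Gclm were detected in more and Cxcl9 and Cxcl10 in fewer macrophage-like cells of Keap1 KO tumors. After thinning every cell to 2000 UMIs, 56.3% ± 2.32 (SD, n = 2) of Keap1 KO macrophage-like cells held a UMI of Spp1 against 32.1% ± 4.65 of WT cells, and 50.8% ± 7.43 held Gclm against 8.07% ± 0.460. For Cxcl9 the shares were 2.46% ± 0.207 and 16% ± 1.71, for Cxcl10 8.21% ± 0.482 and 19.8% ± 1.97, for Nqo1 6.91% ± 1.43 and 0.417% ± 0.00152, and for Arg1 98.5% ± 0.345 and 91.5% ± 7.27. The Arg1 difference was 1.81 points without WT mouse 1 and 12.1 points without WT mouse 2. The exact permutation p was 0.333 (two-sided) for each gene, the smallest possible. The thinning left out 1327 and 1430 cells of the Keap1 KO mice and 1321 and 1191 cells of the WT mice. Without it the shares were 56.7 and 38.9% for Spp1, 57.2 and 14.8% for Gclm, 2.88 and 20.3% for Cxcl9, 10.2 and 26.7% for Cxcl10, 10.4 and 1.08% for Nqo1 and 97.7 and 92.9% for Arg1. Median depths were 2732 and 2278 UMIs in Keap1 KO macrophage-like cells and 4232 and 2588 in WT ones.

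Stromal-like cells thinned alike were set beforehand as a measure of free RNA, with median depths of 3407 and 2861 UMIs (Keap1 KO) and 4154 and 3736 UMIs (WT). There the shares were 12.4 and 15.1% for Spp1, 69.8 and 56.3% for Arg1, 14.9 and 26.4% for Cxcl9, 7.17 and 23.8% for Cxcl10, 9.35 and 3.33% for Gclm and 8.42 and 4.49% for Nqo1 (Keap1 KO and WT means). They do not measure it for Cxcl9, since their sums held 742 and 520 CPM in the WT samples against 222 and 293 CPM in macrophage-like cells. The level of free Cxcl9, Cxcl10 and Nqo1 RNA stays unknown, and no expression per cell is read from the shares of these genes. In the Rhox5-led cluster Spp1 was detected in 46.2 and 45.6% of cells, Arg1 in 64.7 and 47.7%, Cxcl9 in 2.99 and 8.26%, Cxcl10 in 33.7 and 41.6%, Gclm in 19.9 and 14.4% and Nqo1 in 6.18 and 3.97%, at median depths of 5670 and 5828 (Keap1 KO) and 14968 and 5864 UMIs (WT). The log2 odds ratio of detecting UMIs of both Spp1 and Cxcl9 in a macrophage-like cell was 0.31 and 0.85 in the Keap1 KO samples and 0.45 and 0.89 in the WT samples, with an exact permutation p = 0.667 (two-sided) between genotypes. At 1000 UMIs it was −0.25 in Keap1 KO mouse 1, and no co-expression is read from these values.

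**Figure D4:**
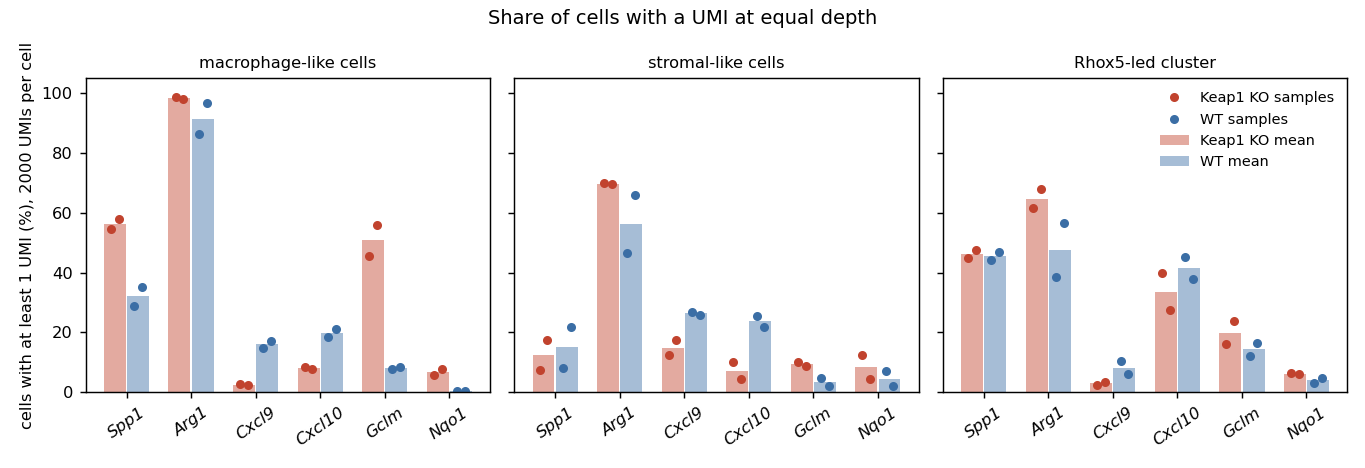
Percentage of cells with at least 1 UMI of each gene after thinning to 2000 UMIs per cell, with bars for the group means and 1 point per mouse. Separate panels show macrophage-like cells, stromal-like cells and the Rhox5-led cluster. In macrophage-like cells Spp1 and Gclm stand higher in both Keap1 KO mice, and Cxcl9 and Cxcl10 in both WT mice.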

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

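The tests of macrophage RNA for MHC class II in the Rhox5-led cluster, of neutrophil RNA in the macrophage-like sums, of single macrophage markers in T/NK-like cells and of differences between classes with a mouse left out were chosen only after the results had been seen, and the class without the split cluster was added after the clusters had been seen.

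In the Rhox5-led cluster 17 of 24 interferon-gamma response genes fell (list adjusted p = 0.0967 with an estimated correlation) and 0 of 25 NRF2 targets were called. The difference between macrophage-like cells and this cluster passed for 744 genes (304 to 756 with a mouse left out), among them Gclm (2.69 on the log2 scale), Nqo1 (3.59) and Spp1 (2.22). RNA of macrophages in these cells was excluded as the source of the interferon-gamma fall, since the 17 called genes lay at a median of 14.0 and 28.5 times the level that macrophage RNA predicts in the 2 WT samples, and 4.50 times with the highest marker-based share. Thinned sums gave a median log2 fold change of −1.91 over 15 of these genes. Random thinning of a sum keeps its expected gene proportions, so this test cannot exclude an effect of depth. For the MHC class II genes of the cluster the ratio was 0.830 in the lower WT sample and 1.59 in the other, so their fall cannot be told apart from macrophage RNA.

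In T/NK-like cells 4 of 14 NRF2 targets rose (list adjusted p = 0.0967 with an estimated correlation), and the difference from macrophage-like cells passed for 21 genes (2 to 9 with a mouse left out). The rise was 2.67 times what macrophage RNA predicts from C1q (median over 14 genes, lower quartile 2.20), above the bound of 2 set beforehand. Single markers gave 2.52 (C1qb, 203 UMIs), 2.24 (Mrc1, 75 UMIs) and 2.83 (Apoe, 206 UMIs), but Csf1r, with 27 UMIs and shares of 59.7 and 77.3% in the Keap1 KO sums, gave 0.978, and 1.86 at the lower end of its counting interval. Since the bound took C1q to stand for all macrophage RNA, RNA of macrophages cannot be told apart from a rise in the cells themselves.

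In macrophage-like cells 7 of 10 neutrophil markers rose (list adjusted p = 0.457 with an estimated correlation). For Mmp8, neutrophil RNA was excluded as the sole source, since its share would have to be 15.7 times the median of the other called markers (lower end of the interval 12.9). For the other 6 markers the highest needed share was 3.08 times the lowest, set by Ly6g with 18 UMIs (lower end 1.95), and neutrophil RNA cannot be told apart from expression in macrophage-like cells. Cells split off the neutrophil-marker cluster were excluded as the sole source, as the median log2 fold change without them was 1.72 and 6 of 7 markers were still called.

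Between macrophage-like and dendritic-like cells 92 genes differed in their change, with Spp1 (1.87) higher and Cd74 (−1.77) and H2-Ab1 (−1.73) lower in macrophage-like cells. All 3 calls were lost without WT mouse 1 or without WT mouse 2. The differences were then 2.27, −1.48 and −1.48 without WT mouse 1, and 1.33, −2.09 and −2.02 without WT mouse 2. The cause of the differences was not tested. Between macrophage-like and stromal-like cells 294 genes differed, with Gclm at 2.55, Nqo1 at 2.80 and Spp1 at 3.81. The Gclm and Nqo1 calls were lost without WT mouse 1, at 1.58 and 2.49. The Spp1 difference was 2.38 without WT mouse 2, in which stromal-like Spp1 was at 1204 CPM against 124 CPM in WT mouse 1. The Cre recombinase acts in blood-forming cells, so stromal-like cells were not expected to carry the deletion. They were set beforehand as a comparison, and the cause of the differences was not tested.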

How the results depend on the processing

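The alternatives without monocyte-led clusters, without the split cluster, with the cluster of low UMI count and without cells over 2 medians of UMIs were added only after the clusters had been seen, and the differences between classes with a mouse left out after the results had been seen.

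Over all cells 1367 genes were called without a filter, and 401 to 2480 with a mouse left out. In macrophage-like cells the count was 2206 without a filter, 740 at a mean of at least 10 CPM and 519 to 2674 with a mouse left out. In dendritic-like cells it was 33 at a mean of at least 10 CPM, 1 with DESeq2, 221 at Leiden 2.0 and 10 to 33 with a mouse left out. In T/NK-like cells it was 47 without a filter, 52 at a mean of at least 10 CPM, 67 at Leiden 2.0 and 29 to 92 with a mouse left out. In stromal-like cells it was 124 without a filter, 8 with thinned sums, 0 with the strict cell filter (edgeR, 559 unadjusted), 16 with DESeq2, 31 at Leiden 2.0 and 42 to 207 with a mouse left out. In the Rhox5-led cluster it was 141 without a filter, 108 with all barcodes, 120 with the strict filter, 27 with DESeq2 and 36 to 918 with a mouse left out. At a mean of at least 10 CPM in each class the genes that differed from macrophage-like cells were 448 for the Rhox5-led cluster and 60 for stromal-like cells. With a mouse left out they were 304 to 756 for the Rhox5-led cluster, 2 to 9 for T/NK-like, 8 to 109 for dendritic-like and 50 to 394 for stromal-like cells. Dendritic-like and T/NK-like cells gave no value with all barcodes, the strict filter, scrublet calls kept and Leiden 0.5, with fewer than 20 cells in a sample.

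A block for mouse number gave 62 genes in dendritic-like, 50 in T/NK-like and 99 in stromal-like cells. Deviations of samples that share a number had a correlation of −0.0297 over 11328 genes. This value gives no sign that the numbers mark pairs, but it cannot exclude a pairing of small effect.

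With an estimated correlation 0 gene lists were called in macrophage-like cells and 0 in the other classes, with adjusted p = 0.419 for MHC class II, 0.416 for NRF2 targets and 0.416 for the interferon-gamma response. Keap1 had a log2 fold change of −0.77 without the split cluster and of −1.01 to −0.61 with a mouse left out, where the call was lost without Keap1 KO mouse 1 or WT mouse 1 (−0.64).

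Class share differences (Keap1 KO minus WT, percentage points) were for T/NK-like cells −0.367 with the strict filter, −0.539 at Leiden 0.5 and −1.71 at Leiden 2.0, and for dendritic-like cells −1.45 with scrublet calls kept, −0.928 with the strict filter and −1.43 at Leiden 0.5. For macrophage-like cells they were −6.87 with the strict filter and 2.94 at Leiden 0.5, and for neutrophil-like cells 6.26 with the strict filter, 4.37 at Leiden 2.0, 0.109 at Leiden 0.5, 0.481 with scrublet calls kept and 0.155 to 1.71 with a mouse left out. For stromal-like cells they were −0.359 with scrublet calls kept, −0.333 with all barcodes and −0.355 at Leiden 0.5, and for unnamed clusters 2.40 with the strict filter and −0.957 at Leiden 0.5.

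Differences in the share of macrophage-like cells with a UMI were 17.8 points for Spp1 without thinning and 12.4 for Arg1 at 1000 UMIs. For Cxcl9 they were −9.97 at 1000, −18.0 at 4000 UMIs and −17.4 without thinning, for Cxcl10 −8.38, −16.1 and −16.5. For Gclm they were 25 at 1000 and 57.7 at 4000 UMIs, and for Nqo1 3.34, 13.1 and 9.28 without thinning. The Spp1 and Cxcl9 log2 odds ratio in Keap1 KO was 0.17 at 1000 UMIs.

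Of 1830 values of named macrophage genes 1738 kept their call, 87 lost it and 5 gained it. Of the 84 called, 50 kept the call throughout, and no sign changed. Calls were lost for 12 genes without Keap1 KO mouse 1, 21 without Keap1 KO mouse 2, 27 without WT mouse 1 and 3 without WT mouse 2. Of 655 values of macrophage lists 618 stayed, 26 lost and 11 gained a call; of 168 in other classes 152 stayed, 13 lost and 3 gained one. The cause of these shifts was not tested.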

Other observations

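Clusters that held at least 100 cells of every sample were chosen for comparison only after the data had been seen, while the Ifng test was set before. A cluster led by Fcgr1, Chil3 and Plac8 gave 180 genes higher and 127 lower in Keap1 KO cells among 4970 tested. There 17 of 21 NRF2 targets rose and 10 of 22 interferon-gamma genes fell, with Gclm at a log2 fold change of 4.31, Slpi at 3.54 and Cxcl9 at −2.55. Spp1 was not called in it (−0.57, adjusted p = 0.188), nor in a cluster led by Mmp12, Lyz1 and Retnla (−0.06, adjusted p = 0.951), where 16 of 26 NRF2 targets rose and 9 of 22 interferon-gamma genes fell.

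In another cluster, led by Mmp12, Chil3 and Ptgr1, Spp1 rose (log2 1.60, adjusted p = 0.011), 9 of 26 NRF2 targets rose and 6 of 22 interferon-gamma genes fell. Gclm was at 258 and 324 CPM in its WT cells and 462 and 518 CPM in Keap1 KO cells (log2 0.89, adjusted p = 0.0513). MHC class II genes fell in 3 of 6 cases in the first cluster and in none of 9 and 7 in the others (edgeR; 3 and 5 had an unadjusted p under 0.05). With an estimated correlation NRF2 targets were called in the first 2 clusters (adjusted p = 0.0347 in both; 0.115 in the last), the interferon-gamma genes in none (0.150, 0.112 and 0.112), nor MHC class II (0.112, 0.124 and 0.286). Clusters were made on expression without integration and the cells that differ most lie outside these 3, so no absence of a change is read from them.

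A lower supply of interferon-gamma in Keap1 KO tumors may contribute to the fall of interferon-gamma genes in both the macrophage-like cells and the Rhox5-led cluster. The share of Ifng among the UMIs of all kept cells was 0.396 of the WT level (95% interval 0.215 to 0.685, 16 against 76 UMIs), which is consistent with this. Within T/NK-like cells the ratio was 0.259 with an interval of 0.00619 to 1.67 (1 against 16 UMIs), which does not exclude an unchanged level. Most Ifng UMIs of both genotypes thus lay outside T/NK-like cells, and the cells they came from were not determined. The share of T/NK-like cells was lower too (0.647 against 1.83%), and bead selection and the cell filter can set it. The interval counts UMIs and not mice, and edgeR did not call Ifng (log2 −1.10, adjusted p = 0.157). The paper reports weaker responses to poly(I:C) in cultured Keap1 KO macrophages. It also reports lower CXCL9 in KEAP1 KO THP-1 macrophages given LPS. A lower supply in tumors does not account for these cultures, so it need not be the only source of the fall in macrophage-like cells. A test would be interferon-gamma protein in the tumors and the interferon-gamma genes after neutralizing it in WT mice.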
